A study of Homo sapiens with 16 samples. Its data were reported in "RB, p130 and p107 differentially repress G1/S and G2/M genes after p53 activation" (2019).

How the data were processed

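RNA of human foreskin fibroblasts was measured by RNA sequencing in 16 libraries, 2 for each of 8 groups given by the guides (sgP130 or sgRB1+sgP130), the siRNA (siCTL or siP107) and the doxorubicin dose (0 or 350 nM). The submitters' notes and the paper's methods describe stranded poly(A) libraries read single-end on an Illumina NS500, mapped to hg19 with STAR, counted per gene name with HTSeq and normalised with DESeq2, with no versions given. The strand setting of the counting step is not stated, so reads of genes that overlap on opposite strands cannot be assigned with certainty. The values in the deposited table are in the unit signal, which here means gene counts divided by a size factor per library by the authors. Every value of a library was a whole multiple of the value of 1 read, with a largest deviation of 2e-09 against a tolerance of 1e-06, so whole reads could be recovered. They numbered 9909295 to 24121535 per library. The table held 23228 genes, of which 26 carried a name turned into a date, 20 of them tested; none of these is named.

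Genes with a mean normalised count of at least 10 over all libraries were tested, 13492 in all. Because the values are normalised, the main test was limma 3.58.1 in R 4.3.3 (with statmod 1.5.0) on log2(value + 1), with trended and robust empirical Bayes, in 1 model of 8 group means with 8 residual degrees of freedom. A fold change on this scale understates that of genes with few reads. The 18 contrasts, 13 between groups and 5 interactions, were each adjusted by the method of Benjamini and Hochberg at 0.05. The median standard error was 0.358 between groups and 0.507 for interactions. A lone comparison of 2 libraries with 2 has 6 regroupings and a smallest exact p of 0.333, so every test rests on the spread pooled over all groups. Leaving out 1 library leaves a group with a lone library, which is then assumed to vary like the other groups.

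Gene lists were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation, adjusted over all lists within a contrast. The G1/S, G2/M and p53 target lists came with the study, and older gene symbols were matched through a table of names. The other lists were written before the data were examined. A list of mitochondrial genome transcripts had 0 members in the table, and lists of endothelial markers and of melanocyte and Schwann cell markers had fewer than 3 tested genes, so none of these was tested. The named genes were fixed by a rule set before the data were examined. It takes RBL1, RB1 and RBL2, the genes the study names for these readouts, and in each contrast up to 8 largest rises and 8 largest falls among adjusted p under 0.05. Those needed a mean of at least 50 over all libraries and both libraries of a group above both of the other, with X-inactivation and Y-linked transcripts left out. For a list it takes up to 4 members with the smallest p. Fewer were printed, chosen from each ranking after it was seen and not always its highest, and some genes that the rule names are not reported here.

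GC content came from exons of a GRCh37 annotation and covered 12867 tested genes, or 95.4%. Coordinates are from the same build. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 prepared gene properties and figures.

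The alternatives set before the data were examined were pseudocounts of 0.5 and 5, no filter and a mean of at least 50, TMM scaling, a block on the replicate letter, only the libraries of the groups compared, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, a change of at least 2-fold, the low-stringency lists, a Wilcoxon signed-rank test over genes, an estimated correlation, p53 targets without cell cycle genes, and leaving out each library. GC correction, alone or with the outlying library left out, and limma's array quality weights were added after the data were seen. For GC correction a loess curve of each library's deviation on GC content was removed.

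The tests were tried on simulated data modelled on doxorubicin in sgP130 siCTL, with 13492 genes. Limma found 0% of 67 genes changed 1.5-fold, 4.5% of 67 changed 2-fold and 60.6% of 66 changed 4-fold, with 1 false call. EdgeR found 0%, 4.5% and 59.1% with 1 false call, and DESeq2 6%, 22.4% and 83.3% with 34 false calls. Of 200 random lists camera gave p under 0.05 for 4 with the preset and 3 with the estimated correlation. Genes were drawn independently, so these lists do not test the preset for correlated genes.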

Results

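The libraries hold RNA of human foreskin fibroblasts, primary connective tissue cells kept in culture. RBL2, the gene of the pocket protein p130, had been targeted with CRISPR guides alone (sgP130) or together with RB1 (sgRB1+sgP130). Both kinds of cells received a control siRNA (siCTL) or an siRNA to RBL1, the gene of p107 (siP107), and then no drug (0 nM) or 350 nM doxorubicin, a DNA-damaging drug that activates p53. The paper describes release from contact arrest into the drug and harvest a day later. In other samples it found untreated cells enriched in S phase and treated cells in G1. Phase was not measured in these libraries, so a shift of phase cannot be told apart from repression of cell cycle genes. The pocket proteins RB, p107 and p130 hold back genes that E2F, MYBL2 and FOXM1 switch on in dividing cells. The design gave 8 groups of 2 libraries, A and B, and 16 libraries in all. Reads counted in genes numbered 13130533 and 15805649 (A and B) in sgP130 siCTL at 0 nM, and 14122655 and 19545787 at 350 nM. In sgP130 siP107 they numbered 9909295 and 20030903 at 0 nM, and 15945820 and 22388291 at 350 nM. In sgRB1+sgP130 siCTL the totals were 20294094 and 18294431 at 0 nM, and 19843802 and 20798359 at 350 nM. In sgRB1+sgP130 siP107 they were 14681287 and 24121535 at 0 nM, and 22532711 and 18755118 at 350 nM.

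Replicate A of sgRB1+sgP130 siP107 at 0 nM stood apart from the other 15 libraries. It had reads in 13059 genes, against 15142 to 17849 elsewhere. Of 10029 genes with a median of at least 100, it lacked reads in 73, where every other library lacked 0 or 1. Its log2 values correlated with those of replicate B at r = 0.845 across genes, against 0.966 to 0.993 within the other 7 groups. Genes are not independent replicates. Principal component 1 carried 39.6% of the variance and set this library furthest from the rest, at -0.754. Component 2 carried 22.1%. Component 3 carried 15.3% and parted sgP130 from sgRB1+sgP130 libraries, except the outlying library, which lay at -0.006. Genes low in GC content read high in 6 libraries, with Spearman correlations across genes of -0.21 (sgP130 siCTL at 0 nM, A), -0.39 and -0.32 (sgP130 siP107 A at 0 and 350 nM), -0.51 (the outlying library), -0.41 and -0.27 (sgRB1+sgP130 siP107 at 350 nM, A and B). The other 10 libraries ran the opposite way, at 0.19 to 0.37. Of those 6 libraries, 5 received siP107 and 5 are replicate A. The siP107 comparisons carry a GC trend in their fold changes, of -0.15 and -0.22 in sgP130 and -0.52 in sgRB1+sgP130 cells at both doses.

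**Figure D1:**
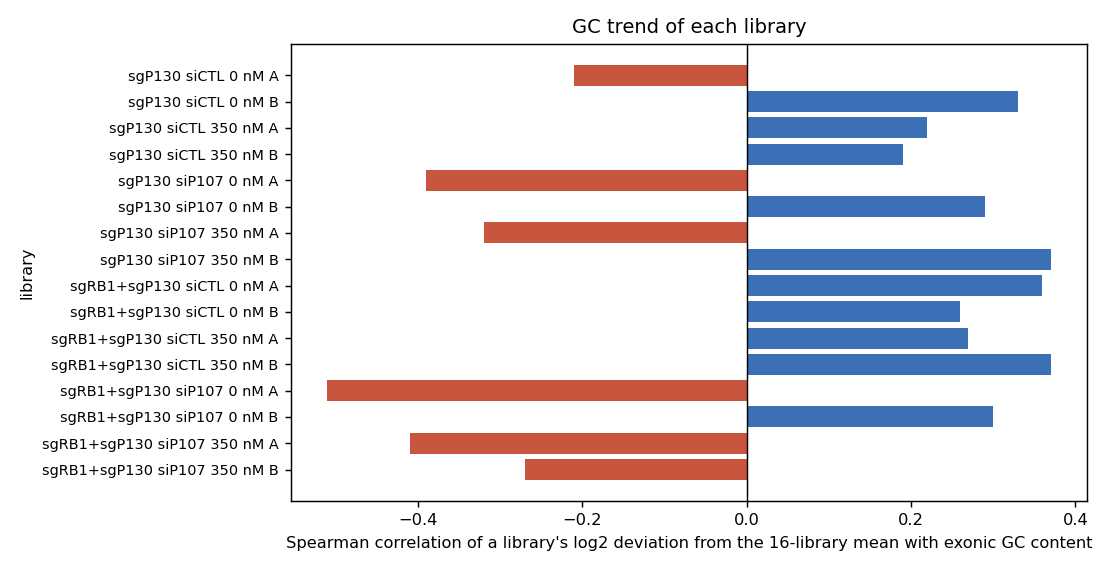
Bars give, for each of the 16 libraries, the Spearman correlation across genes between the library's log2 deviation from the mean of all libraries and exonic GC content. The outlying library, replicate A of sgRB1+sgP130 siP107 at 0 nM, sits lowest at -0.51, and 10 libraries lie at 0.19 or above.

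RBL1, the siRNA target, lies on chromosome 20 from 35624752 to 35724400 (minus strand, GRCh37). Its normalised count in libraries A and B of sgP130 siCTL was 158.5 and 160.4 at 0 nM (mean 159.5 ± 1.32 SD, n = 2) and 43.67 and 42.45 at 350 nM (43.06 ± 0.857). In sgP130 siP107 it was 10.73 and 31.32 at 0 nM (21.03 ± 14.6) and 6.295 and 4.751 at 350 nM (5.523 ± 1.09). In sgRB1+sgP130 siCTL RBL1 stood at 285.3 and 279.5 at 0 nM (282.4 ± 4.07) and 287.3 and 268.4 at 350 nM (277.9 ± 13.4). In sgRB1+sgP130 siP107 RBL1 stood at 40.08 and 26.8 at 0 nM (33.44 ± 9.4) and 56.48 and 40.69 at 350 nM (48.59 ± 11.2). With siP107 in sgP130 cells RBL1 fell by 3.04 at 0 nM (limma adjusted p = 0.00537) and fell by 2.77 at 350 nM (adjusted p = 0.00537). In sgRB1+sgP130 cells it fell by 3.07 (0.00361) and fell by 2.51 (0.00589), each on the log2 scale with a standard error of 0.43. Without A or B of sgP130 siCTL the call did not pass at 0 nM (-3.05 and -3.03, adjusted p = 0.0624 and 0.0595) or at 350 nM (-2.75 and -2.79, 0.0644 and 0.0563). At 350 nM in sgRB1+sgP130 cells it did not pass without A or B of siCTL (-2.46 and -2.56, 0.0644 and 0.0576) or B of siP107 (-2.28, 0.0672). CRISPR guides act on DNA, and a guide that shifts the reading frame need not lower the transcript.

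RB1 lies on chromosome 13 from 48877880 to 49173572 (plus strand) and RBL2 on chromosome 16 from 53467889 to 53525560 (plus strand). RB1 in libraries A and B of sgP130 siCTL was 1085 and 751.2 at 0 nM (918.4 ± 236, SD, n = 2) and 792.4 and 687.6 at 350 nM. In sgP130 siP107, RB1 was 1528 and 740.0 at 0 nM and 1278 and 639.0 at 350 nM. With the RB1 guide it was 501.6 and 639.3 in untreated siCTL cells (570.4 ± 97.3), 462.4 and 466.2 in treated siCTL cells, 1045 and 649.8 in untreated siP107 cells, and 956.4 and 883.3 in treated siP107 cells. The RB1 guide did not change the RB1 transcript past the threshold in any of 4 comparisons, with log2 fold changes of -0.67 under siCTL at both doses, and -0.37 and 0.02 under siP107 at 0 and 350 nM (SE 0.39). These were -0.41 or -0.94 under siCTL at 0 nM without A or B of the sgP130 group, and 0.15 or -0.89 and 0.52 or -0.48 under siP107 at 0 and 350 nM. RBL2, whose guide was in every library, averaged 213.3 ± 23.2 in sgP130 siCTL and 307.3 ± 58.8 in sgP130 siP107 at 0 nM, and 334.8 ± 71.4 and 397.3 ± 116 at 350 nM. In sgRB1+sgP130 cells RBL2 averaged 130.3 ± 20.1 (siCTL) and 161.1 ± 35.4 (siP107) at 0 nM, and 168.3 ± 2.27 and 339.8 ± 12.3 at 350 nM.

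Fold changes below are differences between group means of log2(normalised count + 1), given with the model's standard error where ± is printed, from n = 2 libraries per group, with limma adjusted p-values. The p-values measure the spread between these samples. The paper calls its RNA sequencing repeats biological replicates, but neither it nor the labels say that they were separate cultures. The lists of 56 G1/S and 102 G2/M genes that could be tested were the study's choice from an earlier meta-analysis, and the list of 296 direct p53 targets is one that it credits to an earlier publication. On the low-stringency lists, which asked for fewer cell cycle datasets, most medians lay nearer 0 (for doxorubicin in sgP130 siCTL -0.56 for G1/S and -0.49 for G2/M genes), and calls that they changed are named where they occur. DESeq2 and GC correction called more genes than limma in all 18 comparisons. The remaining lists were written before the data were examined. A list adjusted p is from camera with a preset correlation of 0.01, and calls that an estimated correlation did not keep are named where they occur.

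**Figure D2:**
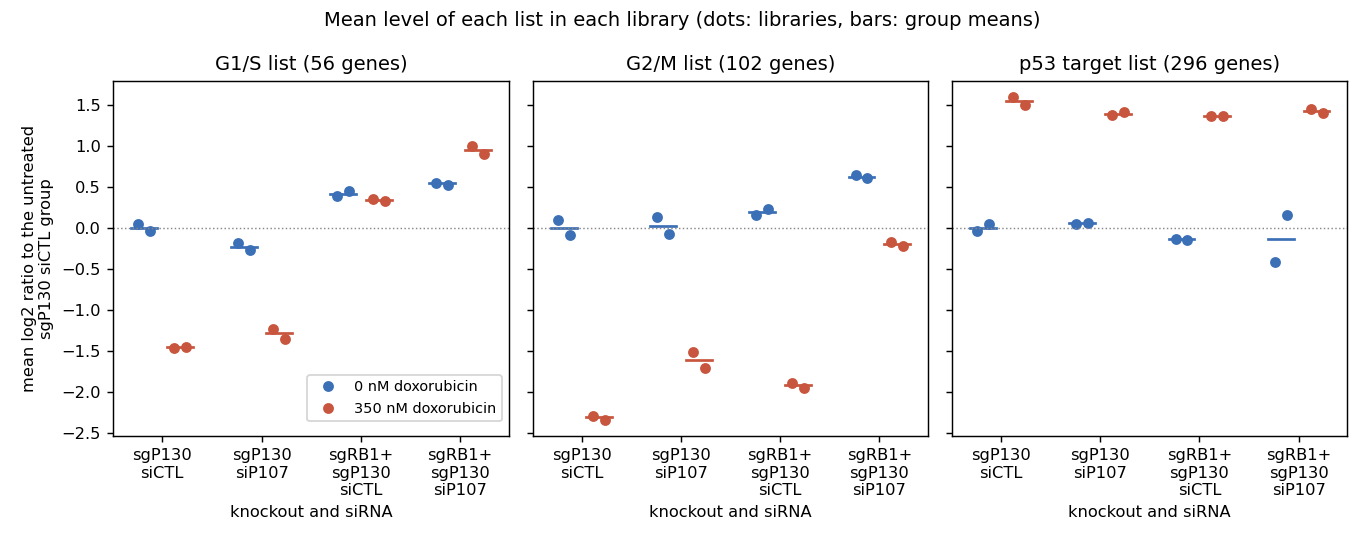
Dots give the mean log2 ratio of each library over the genes of a list to the untreated sgP130 siCTL group, bars the group means, blue for 0 nM and red for 350 nM doxorubicin. The G1/S list falls with the drug to -1.46 and -1.29 in sgP130 cells. In sgRB1+sgP130 cells (siCTL, siP107) it lies at 0.41 and 0.54 untreated, and at 0.34 and 0.95 treated. The p53 target list lies between 1.36 and 1.54 in all 4 treated groups.

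Relative to untreated sgP130 siCTL cells, the mean level of the G1/S list was 0.362-fold in treated sgP130 siCTL and 0.409-fold in treated sgP130 siP107 cells, and 1.27-fold and 1.93-fold in the treated sgRB1+sgP130 cells. The G2/M list stood at 0.201-fold, 0.327-fold, 0.264-fold and 0.869-fold in the same order, and the p53 target list at 2.91-fold, 2.62-fold, 2.57-fold and 2.68-fold. Untreated sgRB1+sgP130 cells already stood above that reference on both cell cycle lists, so these folds are not drug effects within a background. With siCTL and siP107 they were at 1.33-fold and 1.45-fold for the G1/S list, and 1.14-fold and 1.54-fold for the G2/M list.

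Doxorubicin in sgP130 siCTL cells, which keep RB and p107, asks what the drug does to cell cycle genes when p130 alone is missing. The transcripts of mitosis fell furthest, among them PLK1, the kinase that drives mitotic entry, and CENPA and SPC25, parts of the kinetochore that ties chromosomes to the spindle. Genes that license and copy DNA fell with them, and the p53 response rose, including the neural transcription factor gene POU3F1 and CDKN1A, whose product p21 stops cyclin-dependent kinases. The notch-related HES2, which is on none of the lists, rose too. PLK1 fell by 5.93 (log2; adjusted p = 1.28e-06), CENPA fell by 5.60 and SPC25 fell by 5.43. POU3F1 rose by 9.59 ± 0.40 (2.83e-07), HES2 by 7.55 and CDKN1A by 2.05 ± 0.43 (0.00777). In all 2188 genes changed, 1151 up and 1037 down. Leaving out a library of the compared groups gave 1070 (untreated A), 1263 (untreated B), 883 (treated A) or 1086 (treated B) genes. Leaving out A or B of sgRB1+sgP130 siP107 at 0 nM, whose spread enters the shared error of every comparison, gave 4358 or 4355, and fits of only the compared libraries or with array weights gave 4892 or 5387.

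Among 56 G1/S genes in these cells 34 fell and 4 rose past the threshold, and 37 and 5 when adjusted over the list alone (median -1.38, camera adjusted p = 5.63e-19). GINS2, part of the helicase that opens replication origins, fell by 3.44 ± 0.19, and the origin loaders CDC6 and CDT1 changed by -2.64 ± 0.20 and -3.88 ± 0.40. CCNE2 fell by 3.73 and MCM5 fell by 2.25. On the G2/M list 65 of 102 genes fell and 1 rose (71 and 3 adjusted over the list alone, median -2.60, adjusted p = 1.72e-35), with the spindle midzone gene PRC1 at -3.85 ± 0.16, BUB1 at -4.44 ± 0.42 and FOXM1 at -3.51 ± 0.31. All 9 genes of the MYBL2, FOXM1, cyclin and CDK list fell (median -3.51), among them CDK1 fell by 4.53 ± 0.33 and CCNB1 fell by 2.60. So did 15 of 17 licensing genes (median -2.38), 23 of 24 kinetochore and checkpoint genes (-3.76), 11 of 12 mitotic kinesins (-3.94), 14 of 18 recombination genes (-2.46) and 7 of 12 nucleotide synthesis genes (-0.72), where RRM2, a subunit of the enzyme that makes deoxynucleotides, fell by 3.87 ± 0.21. Of 296 p53 targets 168 rose and 3 fell (197 and 3 adjusted over the list alone, median 1.30, adjusted p = 5.57e-36), with SESN1 at 2.93, BBC3 at 2.38, MDM2 at 1.62 (0.0536, not past the threshold) and BAX at -0.12.

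Histone transcripts ran against the replication genes. Of 25 replicative histone genes 17 rose and 0 fell (median 3.43, adjusted p = 7e-12), led by HIST1H2BJ at 5.44 ± 0.47 and HIST1H2BD at 2.86 ± 0.26. Histone genes form a near-identical family, so reads may be assigned to the wrong member, and polyadenylated histone RNA alone enters a library selected on poly(A). Contractile genes leaned lower (2 of 10 fell, median -0.77, adjusted p = 0.000941 but adjusted p = 0.104 with an estimated correlation, and a median of -0.45 without untreated B), with the smooth muscle gene CNN1 at -1.24. Ribosomal protein genes shifted slightly (1 of 54 fell, median -0.32, adjusted p = 0.00278, and 0.48 with an estimated correlation), which did not pass without untreated B (-0.18, 0.0729). The secretory list, made of cytokine, chemokine and protease genes seen in senescent cells, did not move as a whole (8 rose and 3 fell of 20, median 0.71, adjusted p = 0.0693), though IL1B rose by 2.55 ± 0.19 and IL8 fell by 1.40. No shift passed for the interferon (0.40, 0.273), extracellular matrix (0.32, 0.247), cholesterol (-0.19, 0.137), ATF4 (-1.09, 0.114), endoplasmic reticulum chaperone (-0.25, 0.353), immediate early (0.50, 0.199), E2F and pocket protein (-0.29, 0.138), MuvB (0.00, 0.751) and CDK inhibitor (-0.49, 0.335) lists, with the median and camera adjusted p of each in brackets. Within them ATF3 rose by 3.48, E2F7 rose by 1.48 and CDKN2A fell by 2.24.

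Doxorubicin in sgP130 siP107 cells shows the same drug when p107 is low as well and RB remains. Mitotic and replication genes fell again, with a proliferation antigen gene, MKI67, the kinetochore gene SPC25 and the interphase gene FAM111B among the largest falls. The largest rises were HES2, the phosphodiesterase gene PDE4C and PADI3, a skin differentiation enzyme. MKI67 fell by 5 ± 0.32 (adjusted p = 6.48e-06), SPC25 fell by 5.10, FAM111B fell by 4.86 and E2F2 fell by 4.59. HES2 rose by 7.93, PDE4C by 7.74 and PADI3 by 7.23. In total 1548 genes changed, 803 up and 745 down. Fits without a library of these groups gave 883 (untreated A), 904 (untreated B), 883 (treated A) or 832 (treated B), and those without A or B of sgRB1+sgP130 siP107 at 0 nM gave 3368 or 3366, and a fit of only the compared libraries gave 557.

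G1/S genes in these cells fell in 28 cases and rose in 5 of 56 (34 and 5 adjusted over the list alone, median -0.94, adjusted p = 2.89e-16), with MCM10 at -3.70 ± 0.31, CDC6 at -2.04 and the sliding clamp gene PCNA, also a p53 target, rising by 2.02 (6.75e-05). Of 102 G2/M genes 58 fell and 1 rose (69 and 1 adjusted over the list alone, median -1.63, adjusted p = 2.92e-31), and of 296 p53 targets 134 rose and 3 fell (171 and 4, median 1.10, adjusted p = 1.3e-34). PRC1 fell by 2.45, KIF20A fell by 3.48 and BIRC5 fell by 3.16; CDKN1A rose by 1.99 (0.0119). The kinetochore list (17 of 24 fell, median -2.33) and the kinesin list (11 of 12, median -2.65) fell with them. Histones rose as in siCTL cells (18 of 25, median 3.35, adjusted p = 6.22e-14), HIST1H2BD by 2.96. Contractile genes fell (4 of 10, and 10 of 10 adjusted over the list alone, median -1.23, adjusted p = 9.22e-08), ACTA2, which encodes smooth muscle actin, fell by 1.89 and CNN1 fell by 2.13.

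Doxorubicin in sgRB1+sgP130 siCTL cells asks what remains of the response without RB and p130. The mitotic genes fell here too, among them PLK1, the anaphase activator gene CDC20 and the checkpoint kinase BUB1B. The G1/S list did not pass, though the low-stringency G1/S list leaned lower (median -0.14, adjusted p = 0.0323), and the members MCM5, CDC6 and E2F1 did not pass the threshold. The antiviral genes MX2 and OAS2 rose, though the call on the interferon list was not kept with an estimated correlation (adjusted p = 0.0961). PLK1 fell by 6.36 (adjusted p = 1.11e-06), CDC20 fell by 5.19 and BUB1B fell by 4.96. MCM5 gave -0.37 ± 0.28 (0.439), CDC6 0.23 ± 0.20 (0.53) and E2F1 0.45 ± 0.44 (0.58). Altogether 1895 genes changed, 1069 up and 826 down. Without a library of these groups 834 (untreated A), 928 (untreated B), 739 (treated A) or 797 (treated B) passed, and without A or B of sgRB1+sgP130 siP107 at 0 nM 4097 or 4095 passed, and fits of only the compared libraries or with array weights gave 7156 or 6905.

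The G1/S list here had 5 genes up and 8 down of 56 (5 and 9 adjusted over the list alone, median -0.02, adjusted p = 0.522). PCNA rose by 1.30 (0.00108), and the helicase gene BLM, which acts in recombination, fell by 2.96. Of 102 G2/M genes 65 fell and 1 rose (73 and 2 adjusted over the list alone, median -2.28, adjusted p = 1.46e-39), PRC1 fell by 3.16, CCNB1 fell by 3.32 ± 0.17, BUB1 fell by 4.31 and INCENP fell by 3.73. Of 296 p53 targets 156 rose and 2 fell (192 and 2, median 1.20, adjusted p = 2e-35): BTG2, an anti-proliferative gene, by 5.05, SULF2 by 4.41, CDKN1A by 2.30 (0.00473) and MDM2 by 2.33 (0.0113). All 12 kinesins and 20 of 24 kinetochore genes fell (medians -3.12 and -3.70), while 3 of 17 licensing genes did (median -0.17, adjusted p = 0.52). Histones rose in 11 of 25 cases (median 1.80, adjusted p = 3.44e-06, but adjusted p = 0.147 with an estimated correlation). Of 21 interferon genes 11 rose (median 1.08, adjusted p = 9.89e-08, and adjusted p = 0.0961 with an estimated correlation), MX2 by 1.68 ± 0.26 and OAS2 by 1.08. The contractile list again had falls (5 of 10, median -0.89, adjusted p = 0.000132, and 0.0961 with an estimated correlation), and of 12 immediate early genes 4 rose, EGR1 by 2.47.

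Doxorubicin in sgRB1+sgP130 siP107 cells, with all 3 pocket proteins targeted, shows what the drug still does. The p53 response rose here too. The mitotic genes fell less than with siCTL in the same cells (median difference on the G2/M list 1.36, adjusted p = 1.34e-29), and the G1/S list had rises and no falls. The cyclin B gene CCNB1 and the mitotic kinases PLK1 and AURKA, which act late in G2, still fell, while CDK1 did not pass the threshold. CCNB1 fell by 2.72 ± 0.17 (adjusted p = 1.23e-05), PLK1 fell by 3.89, AURKA fell by 2.17 and the heart actin gene ACTC1 fell by 3.73, and CDK1 gave -0.37 ± 0.33 (0.459). POU3F1 rose by 7.83, PDE4C by 8.15 and CDKN1A by 2.15 (0.00685), or 1.28 without the outlying library. In this background 2497 genes changed, 1433 up and 1064 down. Without A or B of the untreated group, A being the outlying library, 4031 or 6766 passed. Without A or B of the treated group 700 or 1153 did, and fits of only the compared libraries or with array weights gave 0 or 80.

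Of 56 G1/S genes 10 rose and 0 fell (10 and 0 adjusted over the list alone), though the list as a whole did not pass (median 0.30, adjusted p = 0.0747). It did without the outlying library (0.46, 0.0192) or treated B (0.38, 0.0284), and stood at 0.15 without untreated B. E2F7, which encodes a repressor E2F, rose by 1.81 ± 0.18 (0.00017), CDC6 by 1.04 ± 0.20 (0.00613), PCNA by 1.31 and CCNE2 by 1.57 (0.0126). On the G2/M list 34 of 102 fell and 1 rose (43 and 3 adjusted over the list alone, median -0.88, adjusted p = 5.72e-14). Of 296 p53 targets 169 rose and 3 fell (206 and 6, median 1.21, adjusted p = 1.82e-27). Of 24 kinetochore genes 9 fell (median -1.20, adjusted p = 2.36e-05, and adjusted p = 0.151 with an estimated correlation, with a median of -0.79 without the outlying library) and of 12 kinesins 8 (median -1.11), KIF20A fell by 2.29. Histones gave no clear direction (2 rose and 2 fell of 25, median 0.61, adjusted p = 0.514). Contractile genes fell in 8 of 10 cases (median -1.20, adjusted p = 2.15e-07), CNN1 fell by 1.67 and LMOD1 fell by 2.47, and the collagen gene COL1A1 fell by 1.32. Of 54 ribosomal protein genes 10 fell (median -0.50, adjusted p = 3e-07, and adjusted p = 0.332 with an estimated correlation), RPL5 fell by 1.38, or -0.80 (log2) without the outlying library. The ribosomal median was -0.77 without the outlying library, and -0.27 or -0.79 without treated A or B.

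The drug's calls were shared widely between backgrounds. Of the genes that rose with doxorubicin in sgP130 siCTL (1151) and sgRB1+sgP130 siCTL (1069), 752 were the same, against 91.2 for independent calls. Of the falls (1037 and 826) 560 were the same, against 63.5. Under siP107 528 rises and 364 falls were shared, against 85.3 and 58.8. Each pair compares groups with no library in common, although all fits draw on a single spread estimate.

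**Figure D3:**
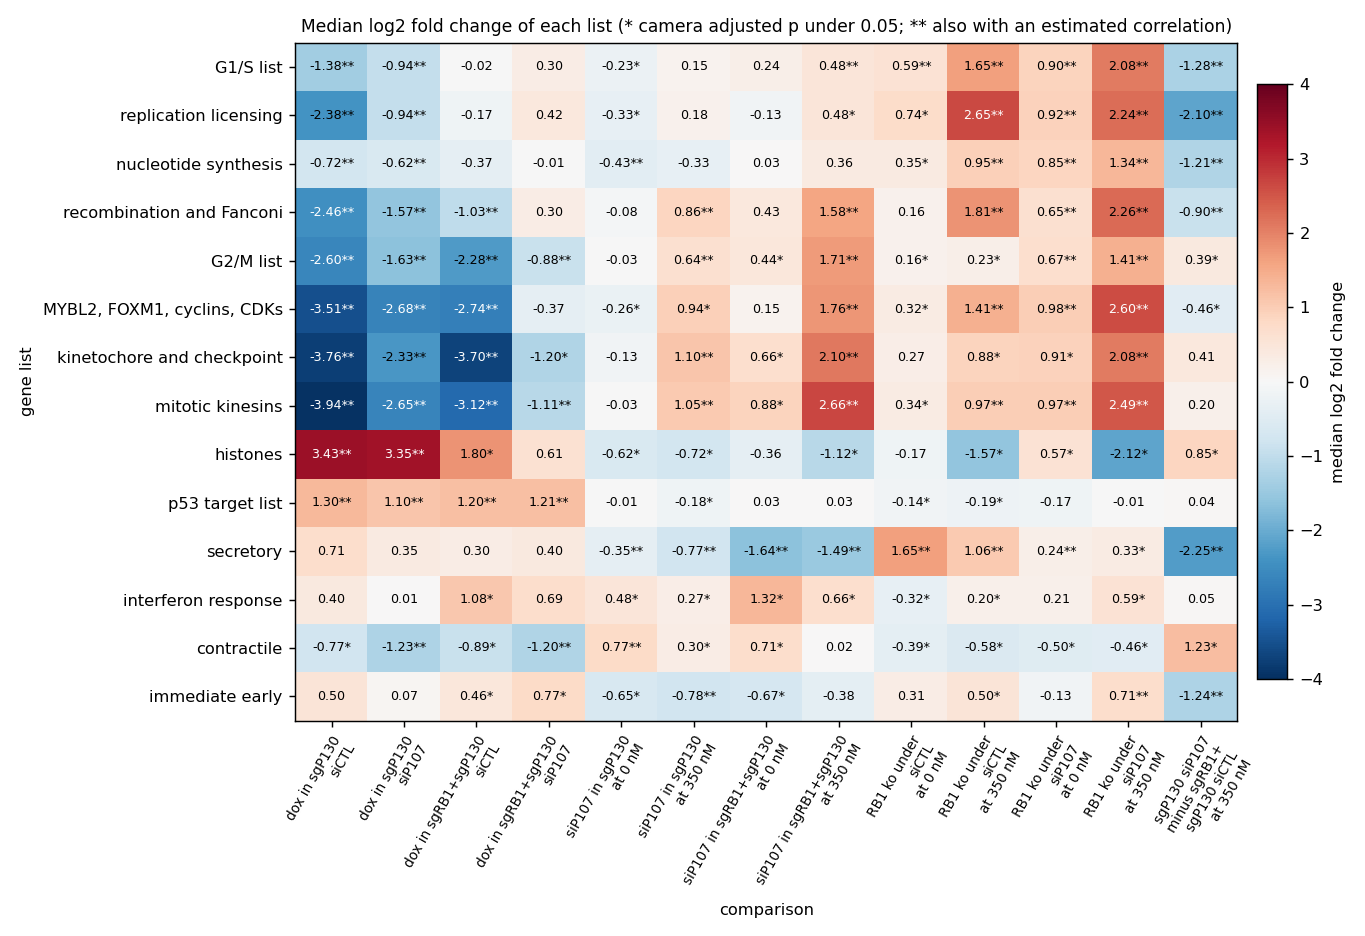
Each cell gives the median log2 fold change of a gene list (vertical) in a comparison (horizontal), blue for lower and red for higher; an asterisk marks a camera adjusted p under 0.05 and a pair of asterisks a call that an estimated correlation kept. Doxorubicin lowered the G2/M list in all 4 backgrounds (-2.60, -1.63, -2.28 and -0.88), while the G1/S list was lower only in sgP130 cells (-1.38 and -0.94).

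The siRNA to p107 in untreated sgP130 cells tests lower p107 where RB remains and no drug was given. Few cell cycle genes moved. The inflammatory genes IL6, PTGS2 and CSF3, which signal to immune cells, fell, and the contractile genes ACTA2 and MYH11 rose. IL6 fell by 1.99 ± 0.18 (adjusted p = 0.00038), PTGS2 fell by 3.78, CSF3 fell by 3.04 and the hormone subunit gene CGA fell by 5.58. The growth factor gene MDK rose by 3.11 ± 0.14 (1.4e-06), STRADB by 3.19, ACTA2 by 1.93 ± 0.25 (0.00351) and MYH11 by 1.96. In all 306 genes changed, 188 up and 118 down. Without a library of the compared groups 47 (siCTL A), 54 (siCTL B), 59 (siP107 A) or 85 (siP107 B) passed, and without A or B of sgRB1+sgP130 siP107 at 0 nM 1190 or 1191. Omitting A or B of other groups gave 157 or 156 (sgP130 siCTL at 350 nM), 184 or 187 (sgRB1+sgP130 siCTL at 0 nM), 161 or 159 (the same at 350 nM) and 180 or 180 (sgRB1+sgP130 siP107 at 350 nM), and a fit of only the compared libraries gave 2.

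Among G1/S genes, 56 in all, 3 fell and 0 rose (4 and 0 adjusted over the list alone, median -0.23, adjusted p = 0.00305, but adjusted p = 0.172 with an estimated correlation, and -0.07 and 0.148 on the low-stringency list, and -0.15 without siP107 B): the helicase subunit MCM6 fell by 1.79 ± 0.22, CDC6 fell by 1.14 ± 0.20 and PCNA fell by 0.86. None of 102 G2/M genes passed, and the median (-0.03) and mean (0.02) of that list differ in sign (adjusted p = 0.856), with medians of -0.09 or 0.14 without siP107 A or B. The secretory list fell in 5 of 20 genes (median -0.35, adjusted p = 5.8e-05, and -0.20 or -0.18 without siCTL B or siP107 A), IGFBP5 fell by 1.26 and MMP3, a matrix-degrading protease, fell by 2.11. Contractile genes rose in 4 of 10 (median 0.77, adjusted p = 1e-07), with a median GC content of 55.8% against 48.0% over all genes, in the direction opposite to the GC trend. Interferon genes leaned higher (1 of 21 rose, median 0.48, adjusted p = 9e-05, and 0.237 with an estimated correlation). Ribosomal protein genes leaned lower (0 of 54 passed, median -0.38, adjusted p = 2.49e-06, and 0.453 with an estimated correlation, with medians of -0.19 or -0.58 without siP107 A or B). The p53 targets SULF2 and NUPR1 rose by 1.28 and 1.75.

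The same siRNA in sgP130 cells under doxorubicin asks whether p107 holds down cell cycle genes once DNA is damaged. Mitotic genes stood higher with siP107, among them the centriole kinase PLK4, the cohesin guardian SGOL1 and BUB1. The recombination list rose with them (6 of 18 genes, median 0.86, adjusted p = 2.77e-07), FANCD2 among its members. The inflammatory genes fell here too. PLK4 rose by 3.69 ± 0.43 (adjusted p = 0.0015), SGOL1 by 3.16, BUB1 by 2.68 ± 0.42 (0.00537) and FANCD2 by 2.28 ± 0.25 (0.0011). CSF3 fell by 3.76, PTGS2 fell by 2.91 and IL6 fell by 2.09 ± 0.18 (0.000296). Here 565 genes changed, 318 up and 247 down. Without a library of these groups 93 (siCTL A), 108 (siCTL B), 158 (siP107 A) or 226 (siP107 B) passed, without A or B of sgRB1+sgP130 siP107 at 0 nM 1862 or 1855, of sgRB1+sgP130 siCTL at 0 nM 359 or 357, and at 350 nM 343 or 342, while array weights gave 1531.

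On the G2/M list 22 of 102 genes rose and 2 fell (43 and 2 adjusted over the list alone, median 0.64, adjusted p = 3.21e-10), PRC1 by 1.25 ± 0.16, CCNB2 by 1.45 ± 0.19 and CENPF by 2.39 ± 0.32. G2/M genes are low in GC content (median 43.4%), the side that the GC trend of these libraries raises. Of 56 G1/S genes 5 rose and 2 fell (7 and 4 adjusted over the list alone), and the list did not move (median 0.15, adjusted p = 0.179, and 0.09 without siCTL B), though MCM6 fell by 1.05. Kinetochore genes rose in 6 of 24 cases (14 adjusted over the list alone, median 1.10, adjusted p = 1.85e-09), BUB1B by 2.35, and kinesins in 3 of 12 (10 adjusted over the list alone, median 1.05), KIF11 by 2.06. The secretory list fell in 6 of 20 genes (8 adjusted over the list alone, median -0.77, adjusted p = 4.49e-07), and the immediate early list in 4 of 12 (median -0.78, adjusted p = 1.65e-05), EGR1 fell by 1.91. The p53 target list leaned lower (3 rose and 9 fell of 296, median -0.18, adjusted p = 0.011, but adjusted p = 0.324 with an estimated correlation), and did not pass without siCTL A (-0.13, 0.0616).

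The siRNA to p107 in untreated sgRB1+sgP130 cells lowers p107, the pocket protein that no guide targets, without the drug. Inflammatory and matrix-degrading genes fell, among them IL6, IL1B, CSF3 and MMP3. The antiviral genes OAS1 and IFI44L rose, though an estimated correlation did not keep the call on the interferon list (adjusted p = 0.0962). Few cell cycle genes passed. This comparison contains the outlying library. IL6 fell by 3.50 ± 0.18 (adjusted p = 3.33e-06), IL1B fell by 3.58 ± 0.19 (3.71e-06), MMP3 fell by 3.71 and CSF3 fell by 4.64. The short-chain dehydrogenase gene DHRS2 rose by 4.98 (3.33e-06), MDK by 3.21 and the sensor of double-stranded RNA TLR3 by 3.50. In this comparison 567 genes changed, 338 up and 229 down. Without A or B of the siCTL group 88 or 160 passed, and without B of the siP107 group, which leaves the outlying library alone, 8289. Without A or B of sgP130 siCTL at 350 nM 344 or 345 did, and of sgRB1+sgP130 siCTL at 350 nM 344 or 346, and fits of only the compared libraries or with array weights gave 0 or 4.

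The secretory list fell in 13 of 20 genes and rose in 0 (16 and 0 adjusted over the list alone, median -1.64, adjusted p = 2.3e-13). Interferon genes rose in 12 of 21 (16 adjusted over the list alone, median 1.32, adjusted p = 2.35e-10, but adjusted p = 0.0962 with an estimated correlation), OAS1 by 1.63 ± 0.25 and IFI44L by 2.48 ± 0.44, or 1.64 without the outlying library. The GC trend of this comparison was -0.52. G2/M genes rose in 4 cases and fell in 1 of 102 (16 and 2 adjusted over the list alone, median 0.44, adjusted p = 2.43e-05, but adjusted p = 0.0962 with an estimated correlation), where KIAA1199 fell by 1.30 and NEK2 rose by 1.55. Among G1/S genes, 56 in all, 1 fell (median 0.24, adjusted p = 0.166, and 0.08 without siCTL A or 0.09 without the outlying library). Histones had 4 rises among 25 genes, HIST1H2BD by 1.79, with a median of -0.36 that differs in sign from the camera direction (adjusted p = 0.372). ACTA2 rose by 1.94 and LMOD1 by 1.81, and the collagen gene COL6A1 fell by 1.79.

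Under doxorubicin, the siRNA to p107 in sgRB1+sgP130 cells compares all 3 pocket proteins targeted with RB and p130 alone. This is the widest gain of mitotic transcripts with siP107. SGOL1, the spindle gene ASPM, the kinetochore motor CENPE and BUB1B were among the largest rises, and CDK1 and cyclin A2 rose with them. The chemokine gene CXCL1 and MMP3 fell. SGOL1 rose by 5.01, ASPM by 4.99, CENPE by 4.32, BUB1B by 4.25 ± 0.33 (adjusted p = 6.46e-05), CDK1 by 3.67 ± 0.33 (0.000144) and CCNA2 by 3.85 ± 0.43 (0.000481). CXCL1 fell by 2.78 ± 0.20 (6.28e-05) and MMP3 fell by 3.15. In all 1114 genes changed, 652 up and 462 down. Without a library of the compared groups 269 (siCTL A), 235 (siCTL B), 299 (siP107 A) or 287 (siP107 B) passed, without A or B of sgP130 siCTL at 350 nM 725 or 725, and of sgRB1+sgP130 siP107 at 0 nM 4400 or 4402, and fits of only the compared libraries or with array weights gave 7331 or 7106.

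Of 102 G2/M genes 64 rose and 1 fell (72 and 2 adjusted over the list alone, median 1.71, adjusted p = 3.06e-31), PRC1 by 2.09 ± 0.16, FOXM1 by 1.76 ± 0.31, KIF23 by 2.63 and CIT, a kinase of cytokinesis, by 2.82. All 12 kinesins rose (median 2.66), KIF20A by 3.20 ± 0.22, and 18 of 24 kinetochore genes (22 adjusted over the list alone, median 2.10), and both lists are as low in GC content (43.9% and 41.0%) as the trend of -0.52 favours. G1/S genes rose in 15 cases and fell in 1 of 56 (22 and 3 adjusted over the list alone, median 0.48, adjusted p = 6.13e-06): the exonuclease gene EXO1 by 3 ± 0.28, BLM by 3.78 and BRCA1 by 1.40. RRM2 rose by 2.70, and MCM6 fell by 1.42. Licensing genes rose in 6 of 17 (median 0.48, adjusted p = 0.0208, but adjusted p = 0.258 with an estimated correlation), and recombination genes in 11 of 18 (median 1.58). The secretory list fell in 13 of 20 (14 adjusted over the list alone, median -1.49, adjusted p = 3.06e-14). Of 296 p53 targets 11 rose and 7 fell (median 0.03, adjusted p = 0.862).

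Between cells with and without the RB1 guide, 202 rises and 138 falls with siP107 at 350 nM were shared, against 15.4 and 8.5 for independent calls. At 0 nM 77 and 50 were shared, against 4.7 and 2. The GC trends have the same sign here, which can add to the overlap. MDK, STRADB and NUPR1 rose and CSF3, IL6 and MMP3 fell outside the cell cycle lists. An siRNA also acts on unintended transcripts, and a single siRNA treatment does not separate these from low p107.

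RB1 knockout in untreated siCTL cells sets sgRB1+sgP130 against sgP130 cells without damage. By the paper's account these are separately selected knockout lines. Loss of RB thus cannot be told apart from other differences between the lines, here or in any comparison with the RB1 guide. The inflammatory genes IL6, IL8 and IL24 rose, with the notch ligand gene DLL4. G1/S genes, among them the cyclin gene CCNE1 and CDC6, rose less. The epithelial keratin gene KRT19, the retinoid enzyme gene ALDH1A1 and the collagen gene COL11A1 fell. IL6 rose by 4.49 ± 0.18 (adjusted p = 6.73e-07), IL8 by 4.16 ± 0.26 (9.58e-06), IL24 by 5.34 and DLL4 by 5.17. KRT19 fell by 3.84 (6.91e-06), ALDH1A1 fell by 4.06 and COL11A1 fell by 4.35. In this pair of groups 710 genes changed, 385 up and 325 down. Fits lacking a library of these groups gave 220 (sgP130 A), 281 (sgP130 B), 200 (sgRB1+sgP130 A) or 274 (sgRB1+sgP130 B), and those lacking A or B of sgRB1+sgP130 siP107 at 0 nM gave 1891 or 1887, and fits of only the compared libraries or with array weights gave 2106 or 2301.

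The secretory list rose in 13 of 20 genes (13, with 1 fall, adjusted over the list alone, median 1.65, adjusted p = 9.99e-18), IL1B by 3.46 and CXCL1 by 3.35. Of 56 G1/S genes 7 rose and 2 fell (16 and 3 adjusted over the list alone, median 0.59, adjusted p = 1.38e-06), CCNE1 by 1.56 ± 0.23 (0.00309), CDC6 by 1.20 (0.00634) and MCM3 by 0.92 (0.00534). The licensing list leaned the same way (2 of 17 rose, median 0.74, adjusted p = 1.38e-06, but adjusted p = 0.0919 with an estimated correlation). On the G2/M list 3 of 102 rose, AURKA by 1.08, with 1 when adjusted over the list alone (median 0.16, adjusted p = 0.00705, but adjusted p = 0.171 with an estimated correlation). Without sgP130 B it did not pass (0.14, 0.118), nor did the low-stringency list (0.09, 0.0509), and without sgP130 A the median was 0.28. Interferon genes fell in 3 of 21 cases (median -0.32, adjusted p = 0.00192, and 0.311 with an estimated correlation, with a median of -0.53 without sgRB1+sgP130 B), IFIT2 fell by 1.81. The CDK inhibitor gene CDKN2A, whose product p16 accumulates without RB, rose by 2.18 (0.00383). Among lists that mark cell types, fibroblast markers had 1 rise of 10 (median -0.04, adjusted p = 0.855), keratinocyte markers 1 of 3 (median -0.08 against an upward camera direction, adjusted p = 0.855) and immune markers 1 of 4 (median 0.90, adjusted p = 0.0089, but adjusted p = 0.0919 with an estimated correlation). Simple epithelium markers fell in 2 of 5, KRT19 among them (median -0.59, adjusted p = 0.00909, but adjusted p = 0.171 with an estimated correlation).

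RB1 knockout in doxorubicin-treated siCTL cells asks which genes differ with the RB1 guide during the damage response. The genes that open and copy DNA stood far higher without RB, among them FAM111B, the cyclin gene CCNE2, CDT1 and the replication-linked WDR76. Few mitotic genes passed. The inflammatory gene IL8 rose here too, and IL1B rose less than in untreated cells. HIST1H1C fell. Calls on the G2/M and histone lists were not kept with an estimated correlation (adjusted p = 0.0656 for each). FAM111B rose by 6.10 ± 0.80 (adjusted p = 0.00109), WDR76 by 5.20 (2.14e-06), CCNE2 by 5.15 ± 0.35 (1.35e-05) and CDT1 by 4.45 ± 0.40 (7.41e-05). IL8 rose by 4.55 ± 0.26, and ALDH1A1 fell by 3.93. A total of 801 genes changed, 577 up and 224 down. Without a library of these groups 302 (sgP130 A), 325 (sgP130 B), 263 (sgRB1+sgP130 A) or 338 (sgRB1+sgP130 B) passed, and without A or B of sgRB1+sgP130 siP107 at 0 nM 1846 or 1841, and fits of only the compared libraries or with array weights gave 6104 or 5586.

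Among G1/S genes, 56 in all, 35 rose and 2 fell (41 and 3 adjusted over the list alone, median 1.65, adjusted p = 1.52e-37), GINS2 by 3.77 ± 0.19, CDC6 by 4.07 ± 0.20, MCM3 by 2.65 ± 0.15 and E2F1 by 3.78 ± 0.44. Licensing genes rose in 16 of 17 cases (median 2.65), recombination genes in 13 of 18 (median 1.81) and nucleotide synthesis genes in 5 of 12 (11 adjusted over the list alone, median 0.95). On the G2/M list 14 of 102 rose and 0 fell (17 and 2 adjusted over the list alone, median 0.23, adjusted p = 0.000137, but adjusted p = 0.0656 with an estimated correlation), PRC1 by 1.24 and NUSAP1 by 2.28. BUB1 and KIF23 did not pass the threshold (0.29 ± 0.42 and 0.11 ± 0.24). MYBL2 rose by 3.11 ± 0.33 and FOXM1 by 1.41 ± 0.31. RBL1, itself an E2F target, rose by 2.66 (0.0036). The secretory list rose in 9 of 20 genes and fell in 1 (median 1.06, adjusted p = 1.16e-12), and histones fell in 6 of 25 (10 adjusted over the list alone, median -1.57, adjusted p = 1.99e-08, but adjusted p = 0.0656 with an estimated correlation), HIST1H1C fell by 2.46. The p53 targets leaned lower (3 rose and 9 fell of 296, median -0.19, adjusted p = 0.000645, but adjusted p = 0.154 with an estimated correlation). CDK inhibitors had a median of -0.12 and a mean of 0.49, which differ in sign (adjusted p = 0.345).

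RB1 knockout in untreated siP107 cells repeats the comparison with p107 low. Cell cycle genes of both phases rose, among them CDC6, CCNE1 and the cyclin B gene CCNB1. The xenobiotic enzyme gene CYP1A1 and DHRS2 were among the largest rises. The outlying library is in this comparison. CDC6 rose by 2 ± 0.20 (adjusted p = 0.000485), CCNE1 by 1.87 ± 0.23 (0.00133), CCNB1 by 1.36 ± 0.17 (0.00133), CYP1A1 by 6.24 and DHRS2 by 5.43. In these cells 844 genes changed, 502 up and 342 down. Without A or B of the sgP130 group 251 or 273 passed, without B of the sgRB1+sgP130 group 7084, without A or B of sgP130 siCTL at 350 nM 515 or 516, and of sgRB1+sgP130 siCTL at 350 nM 526 or 526, and fits of only the compared libraries or with array weights gave 0 or 5.

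Of 56 G1/S genes 19 rose and 2 fell (28 and 3 adjusted over the list alone, median 0.90, adjusted p = 3.15e-13), MCM6 by 2.06 and MCM3 by 1.34. G2/M genes rose in 18 and fell in 0 of 102 cases (37 and 3 adjusted over the list alone, median 0.67, adjusted p = 1.09e-12), KPNA2 by 1.32 and AURKA by 1.39. The kinetochore list leaned higher (2 of 24 rose, median 0.91, adjusted p = 2.5e-06, but adjusted p = 0.0722 with an estimated correlation, and medians of 0.55 or 1.39 without sgRB1+sgP130 A or B), ZWINT by 1.36. The secretory list rose in 7 of 20 genes (median 0.24, adjusted p = 0.000498), IL6 by 2.98 and IL8 by 2.24, a call that did not pass without sgRB1+sgP130 B (0.45, 0.0796) and stood at 0.66 without A. The GC trend of this comparison was -0.30.

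RB1 knockout in doxorubicin-treated siP107 cells sets all 3 pocket proteins targeted against p107 and p130 alone. Among the RB1 knockout comparisons this gave the highest medians of the G1/S and G2/M lists. FAM111B, the activator and repressor E2F genes E2F2 and E2F8, CCNE2 and RRM2 were among the largest rises, and mitotic genes rose as well. The collagen gene COL1A1 and the matrix protease gene MMP11 fell, though the calls on the histone and extracellular matrix lists were not kept with an estimated correlation (adjusted p = 0.0505 and 0.24). FAM111B rose by 8.69 ± 0.80 (adjusted p = 5.42e-05), E2F2 by 7.27 ± 0.46, E2F8 by 6.74, CCNE2 by 6.06 and RRM2 by 5.99 ± 0.21 (1.15e-07). MMP11 fell by 4.22 and COL1A1 fell by 1.41. Between these treated siP107 groups 1577 genes changed, 977 up and 600 down. RBL1 was not equally low in them, at a mean of 5.523 in sgP130 and 48.59 in sgRB1+sgP130 cells. Treated sgP130 siCTL cells stood at 43.06. Without a library of the compared groups 1049 (sgP130 A), 652 (sgP130 B), 589 (sgRB1+sgP130 A) or 694 (sgRB1+sgP130 B) passed, and without A or B of sgRB1+sgP130 siP107 at 0 nM 3880 or 3878, while array weights gave 2802.

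Among G1/S genes, 56 in all, 42 rose and 0 fell (44 and 2 adjusted over the list alone, median 2.08, adjusted p = 6.55e-34), CDC6 by 5.08 ± 0.20, GINS2 by 3.89 and MCM10 by 5.73 ± 0.31. G2/M genes rose in 54 and fell in 1 of 102 cases (64 and 1 adjusted over the list alone, median 1.41, adjusted p = 2.28e-23), MKI67 by 5.50 ± 0.32, KIFC1 by 3.54 and PRC1 by 2.09. Of 9 genes of the MYBL2, FOXM1, cyclin and CDK list 8 rose (median 2.60), CDK1 by 3.99 and MYBL2 by 3.98. Histones fell in 9 of 25 (median -2.12, adjusted p = 5.68e-09, but adjusted p = 0.0505 with an estimated correlation), and their GC content is high (55.4%), the side that the trend of -0.33 lowers. Extracellular matrix genes fell in 7 of 18 and rose in 1 (median -0.39, adjusted p = 0.00146, but adjusted p = 0.24 with an estimated correlation, and a median of -0.18 without sgRB1+sgP130 B). Of genes that rose with RB1 knockout at 350 nM, 449 did so under both siRNAs, against 41.8 for independent calls, and 163 fell under both, against 10. At 0 nM 186 and 133 were shared, against 14.3 and 8.2. Both siRNAs were given to the same lines, so this overlap does not separate loss of RB from a difference between lines.

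Treated sgP130 siP107 cells were also set against treated sgRB1+sgP130 siCTL cells, to compare the targeting of p107 and p130 with that of RB and p130 under damage. Cells that keep RB had lower G1/S transcripts, among them FAM111B, E2F2, CDC6 and MCM6, and higher transcripts of a few mitotic genes, BUB1 and CCNB2 among them. The inflammatory genes CSF3 and IL6 were far lower, and MMP11 and NUPR1 higher. FAM111B differed by -6.40 ± 0.80 (adjusted p = 0.000434), E2F2 by -5.68, CDC6 by -4.60 ± 0.20 (5.51e-07) and MCM6 by -4.77. BUB1 differed by 2.39 ± 0.42 (0.00331), CCNB2 by 1.46 ± 0.19 (0.000462), CSF3 by -8.46, IL6 by -5.38 ± 0.18 (9.23e-08), MMP11 by 5.54 and NUPR1 by 4.95. Altogether 1797 genes differed, 810 higher and 987 lower. Without A of sgP130 siP107 831 passed, without A or B of sgRB1+sgP130 siCTL 693 or 796, and without A or B of sgRB1+sgP130 siP107 at 0 nM 3882 or 3875, and fits of only the compared libraries or with array weights gave 2778 or 3486.

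In this contrast 34 of 56 G1/S genes were lower and 0 higher (40 and 1 adjusted over the list alone, median -1.28, adjusted p = 2.63e-22). Of 102 G2/M genes 15 were higher and 7 lower (23 and 8 adjusted over the list alone, median 0.39, adjusted p = 0.0444, but adjusted p = 0.316 with an estimated correlation), with CCNF at -2.38 and MKI67 at -2.16 against BUB1B at 2.35. The call on the list did not pass with only the libraries compared (0.39), with edgeR (0.40), with a pseudocount of 5 (0.38), with a mean of at least 50 (0.34), after GC correction (0.28) or on the low-stringency list (0.15). Nor did it pass without A of sgP130 siP107 (0.23), B of sgRB1+sgP130 siCTL (0.29), or A or B of sgRB1+sgP130 siP107 at 0 nM (0.39 in both fits). Licensing genes were lower in 15 of 17 cases (median -2.10) and secretory genes in 14 of 20 (median -2.25, adjusted p = 2.06e-15). Immediate early genes were lower in 5 of 12 (median -1.24), EGR1 by -2.70, and contractile genes higher in 6 of 10 (median 1.23, adjusted p = 2.29e-05, but adjusted p = 0.0596 with an estimated correlation), LMOD1 by 2.36.

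Interactions test whether these effects differ between backgrounds. Doxorubicin lowered G1/S genes less without RB: CCNE2, WDR76 and CDT1 rose in the interaction. The cytokine gene IL1B rose less with the drug when RB was missing. Under siCTL 34 genes passed, 33 up and 1 down, CCNE2 at 4.15 ± 0.50 (adjusted p = 0.00842), WDR76 at 4.13, CDT1 at 3.71 ± 0.56 (0.0267) and IL1B at -2.20 ± 0.27 (0.00852). Of 56 G1/S genes 15 passed (31 adjusted over the list alone, median 1.23, adjusted p = 2.04e-46), and of 102 G2/M genes 0 (median 0.11, adjusted p = 0.145, but 0.36 and 0.0331 without sgP130 siCTL B at 0 nM, and a median of 0.00 without A). Of p53 targets 0 of 296 passed (median -0.05, adjusted p = 0.434). Without a library 8 or 8 (sgP130 siCTL at 0 nM, A or B), 9 or 8 (sgP130 siCTL at 350 nM), 5 or 15 (sgRB1+sgP130 siCTL at 0 nM), 5 or 5 (the same at 350 nM), 22 or 22 (sgP130 siP107 at 0 nM), 19 or 19 (sgRB1+sgP130 siP107 at 350 nM) or 126 or 126 (the same at 0 nM) genes passed, and fits of only the compared libraries or with array weights gave 384 or 496.

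Under siP107 the interaction of doxorubicin with RB1 knockout took in some mitotic genes too, though the low-stringency G2/M list did not pass (median 0.14, adjusted p = 0.0673). E2F2, MCM10 and RRM2 rose and DHRS2 and HIST1H2BG fell in it. In this test 84 genes passed, 73 up and 11 down, E2F2 at 6.36 ± 0.65 (adjusted p = 0.00205), RRM2 at 4.61 ± 0.29 (4.28e-05), MCM10 at 4.70, DHRS2 at -6.41 and HIST1H2BG at -5.93. Among G1/S genes, 56 in all, 14 passed upward (36, with 1 downward, adjusted over the list alone, median 1.18, adjusted p = 5.87e-27) and of 102 G2/M genes 5 (25 and 2 adjusted over the list alone, median 0.70, adjusted p = 6.71e-08). Leaving out A or B gave 26 or 51 (sgP130 siP107 at 0 nM), 51 or 31 (the same at 350 nM), 24 or 24 (sgRB1+sgP130 siP107 at 350 nM), 54 or 54 (sgP130 siCTL at 350 nM), 54 or 54 (sgRB1+sgP130 siCTL at 350 nM), and 244 or 3880 (sgRB1+sgP130 siP107 at 0 nM), and fits of only the compared libraries or with array weights gave 1 or 2.

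Doxorubicin with siP107 in sgP130 cells gave 0 genes by limma, with 323 at unadjusted p under 0.05, 0 by edgeR and 26 by DESeq2. The G2/M list nevertheless leaned upward (15 genes adjusted over the list alone, median 0.52, adjusted p = 1.84e-23), as did the G1/S list (2 genes, median 0.47, adjusted p = 6.72e-11, and 0.27 without A of sgP130 siCTL at 0 nM or A of sgP130 siP107 at 350 nM). Omitting A or B of sgRB1+sgP130 siP107 at 0 nM gave 10 or 10 genes. PLK4 gave 3.15 ± 0.60 (0.323) and BUB1 2.64 ± 0.59 (0.595). In sgRB1+sgP130 cells 16 genes passed, 13 up and 3 down, among them BUB1B at 3.56 ± 0.46 (adjusted p = 0.017), the kinesin KIF4A at 2.68, the centromere chaperone HJURP at 2.62 and HIST1H2BD at -2.80. The G2/M list rose there in 5 of 102 genes (49 adjusted over the list alone, median 1.36, adjusted p = 1.34e-29) and the G1/S list in 0 of 56 (3 adjusted over the list alone, median 0.57, adjusted p = 3.41e-05), a call that did not pass without B of sgRB1+sgP130 siP107 at 0 nM (0.47, 0.404). Leaving out A or B gave 1 or 0 (sgRB1+sgP130 siCTL at 0 nM), 3 or 1 (the same at 350 nM), 1 or 2 (sgRB1+sgP130 siP107 at 350 nM), and 76 or 3724 (the same at 0 nM), and fits of only the compared libraries or with array weights gave 0 or 0.

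The effect of siP107 at 350 nM differed between cells with and without the RB1 guide for 1 gene, RRM2 at 3.83 ± 0.29 (adjusted p = 0.000607), which fell with siP107 in sgP130 cells by 1.12 and rose in sgRB1+sgP130 cells by 2.70. The G2/M list as a group rose more without RB (0 genes, and 27 adjusted over the list alone, median 0.91, adjusted p = 4.24e-33), and so did the G1/S list (0 genes, and 7 up with 1 down adjusted over the list alone, median 0.47, adjusted p = 1.15e-06, and 0.30 without B of sgP130 siP107 at 350 nM). CDK1 gave 2.40 ± 0.47 (0.17) and CCNB1 1.36 ± 0.24 (0.149). Without A of sgP130 siP107 at 350 nM 2 genes passed, and without A or B of sgRB1+sgP130 siP107 at 0 nM 34 or 34, and fits of only the compared libraries or with array weights gave 28 or 110.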

Values the study reported

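The paper's text gives the high stringency G1/S genes, relative to untreated sgP130 cells with the control siRNA, at 0.38 fold in treated sgP130 cells and 0.43 fold once p107 was knocked down. For treated sgRB1+sgP130 cells it gives 1.27 fold, and 1.87 fold with the p107 knockdown. It puts the mean rise of direct p53 target genes after doxorubicin at approximately 3 fold.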

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

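The tests of a weaker p53 response below were chosen after the result was seen, and the others before. The values that follow drew attention because a test of the difference between groups passed, for genes by limma and for lists by camera with both the preset and the estimated correlation.

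The effect of doxorubicin differed with the RB1 guide under siCTL for 34 genes. By list, the median difference was 1.23 for G1/S genes, 1.16 for the MYBL2, FOXM1, cyclin and CDK list, 1.87 for licensing, 0.56 for nucleotide synthesis, 1.52 for recombination, 0.34 for kinesins, 0.88 for interferon and -0.24 for secretory genes. The kinesin median was 0.52 without sgP130 siCTL B at 0 nM and 0.56 without sgRB1+sgP130 siCTL B at 350 nM. Under siP107 it differed for 84 genes. There the medians were 1.18 for G1/S genes, 0.70 for G2/M genes (0.14 and not passing on the low-stringency list), 1.62 for the MYBL2, FOXM1, cyclin and CDK list, 0.79 for E2F and pocket protein genes, 1.29 for licensing, 0.43 for nucleotide synthesis, 1.63 for recombination, 1.16 for kinetochore genes, 1.20 for kinesins and 0.66 for immediate early genes. Histones, at -2.62, and fibroblast markers, at -0.40, differed the other way. Without B of untreated sgRB1+sgP130 siP107 the nucleotide synthesis (0.69, 0.0718) and fibroblast lists (-0.35, 0.0514) did not pass, and the medians were 1.23 for E2F and pocket protein genes, -1.41 for histones and 1.18 for immediate early genes, or 0.40 for the last without A. Nucleotide synthesis stood at 0.26 without A of treated sgP130 siP107.

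The effect of doxorubicin differed with siP107 in sgP130 cells for lists alone, by 0.47 for G1/S genes (0.27 without A of sgP130 siCTL at 0 nM or of sgP130 siP107 at 350 nM), 0.52 for G2/M genes, 0.90 for the MYBL2, FOXM1, cyclin and CDK list, 0.56 for licensing, 1.10 for recombination, 1.30 for kinetochore genes and 1.14 for kinesins. In sgRB1+sgP130 cells 16 genes differed. The list medians were 0.57 for G1/S genes, 1.36 for G2/M genes, 1.21 for the MYBL2, FOXM1, cyclin and CDK list, 0.56 for E2F and pocket protein genes, 1.27 for recombination, 2.33 for kinetochore genes and 2.10 for kinesins. The E2F list did not pass without A or B of untreated sgRB1+sgP130 siP107 (0.49 and 0.94), nor did the G1/S list without B (0.47). The effect of siP107 at 350 nM differed with the RB1 guide for 1 gene, RRM2. Its list medians were 0.47 for G1/S genes, 0.91 for G2/M genes, 0.87 for the MYBL2, FOXM1, cyclin and CDK list, 0.35 for E2F and pocket protein genes, 0.46 for nucleotide synthesis, 0.64 for recombination, 1.07 for kinetochore genes, 1.67 for kinesins and -0.63 for secretory genes. The E2F median was 0.56 or 0.22 without A or B of treated sgP130 siP107, and the G1/S median 0.30 without B.

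Replicate A of sgRB1+sgP130 siP107 at 0 nM differed from replicate B with an SD of 1.183 (log2) over genes of mean at least 500. Removing the GC trend of each library lowered it to 0.838, still above the highest of the other 7 groups before correction, 0.525, which argues against GC content as the whole cause. After that correction 0 of 14 libraries of other groups correlated better with it than its own replicate (r = 0.217), which argues against a wrong label, though the next, A of sgP130 siP107 at 0 nM, came close at 0.16. Among genes of middling GC content (46.7% to 52.5%) the SD was 0.79 against at most 0.339 elsewhere, so few starting molecules stay open as a candidate explanation. No biological explanation was tested, since both libraries belong to the same group.

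The G2/M list was higher with siP107 at 350 nM, by 0.64 in sgP130 and 1.71 in sgRB1+sgP130 cells, where libraries also differ in GC trend. Of 10000 random lists matched on GC content and level, the highest median was 0.27 in sgP130 and 0.44 in sgRB1+sgP130 cells, which argues against the GC trend as the whole cause. The p53 target median was 0.03 in sgRB1+sgP130 cells, over members that went both ways (11 rose and 7 fell past the threshold), with CDKN1A at -0.63 ± 0.43 (adjusted p = 0.361) and MDM2 at 1.38 (0.118). In sgP130 cells that median was -0.18, passing with a preset correlation (camera adjusted p = 0.011) and not with an estimated one (0.324). A weaker p53 response and a loss of repression by p107 cannot be told apart in sgP130 cells. In treated sgRB1+sgP130 cells the p53 target list stood at 2.57-fold with siCTL and 2.68-fold with siP107, relative to untreated sgP130 siCTL cells. These means pool members that went both ways, so a weaker response, as of CDKN1A, stays open there too. The study describes a rise of several G2/M genes in sgRB1+sgP130 cells with separate siRNAs to p107 as well, in samples not analysed here. A release of G2/M genes from p107 stays a hypothesis, and unintended targets of the siRNA were not tested in these libraries.

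The secretory list was lower with siP107 at both doses in both kinds of cells. After GC correction its medians were -0.33 and -0.80 in sgP130 and -1.88 and -1.61 in sgRB1+sgP130 cells, at 0 and 350 nM. This list is low in GC content (45.7%), the side the GC trend raises, which argues against the trend as the cause. Leaving out each of the 16 libraries in turn brought no median nearer to 0 than -0.18, which argues against a single library. Lower p107 and an unintended effect of the siRNA both stay open, since 1 siRNA treatment was compared with 1 control, and neither was tested.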

How the results depend on the processing

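GC correction, with or without the outlying library, and array quality weights were chosen after the data were seen, the other alternatives before. Where a result changed, the cause was not tested unless stated.

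Directions held more widely than counts. Of 40 results on the G1/S, G2/M and p53 target lists, each alternative to the libraries, values or test kept at least 35 on the same side of the threshold and reversed 0. All 40 kept it with a pseudocount of 0.5, without a filter, with TMM scaling and with the replicate block, and low-stringency lists kept 31 of 36. The p53 target list kept its 4 calls without genes also on cell cycle lists. TMM scaling shifted no contrast by more than 0.027 (log2). Of 245 values of named genes 0 reversed. All 245 kept their side of the threshold with a pseudocount of 0.5, the stricter filter and TMM scaling, 244 with edgeR, 243 without a filter, 235 of 244 with GC correction, 196 with array weights (41 lost their call) and 170 with only the libraries compared (68 lost it). Leaving out 1 library kept 227 to 241, and the calls lost most often were those of PCNA and MYH11 with siP107 in untreated sgP130 cells and of CDT1 in the change of the doxorubicin response with RB1 knockout under siCTL. An estimated correlation kept 324 of 428 results on other lists, and 104 lost their call.

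All 18 counts stayed within 1.5 times with edgeR, a pseudocount of 0.5, a mean of at least 50 and a change of at least 2-fold. The siP107 by RB1 interaction at 350 nM, 1 gene, became 2 with a pseudocount of 5, 2 without a filter and 3 with TMM scaling. Replicate letters do not pair the samples by the labels. A minus B correlated between groups at -0.144 to 0.661, over 0.1 in 14 and under -0.1 in 6 of 28 pairs. A shared batch stays open. With a block on the letter the counts were 1184 and 1947 for siP107 in sgRB1+sgP130 cells at 0 and 350 nM, 33 for doxorubicin by siP107 in sgRB1+sgP130 cells and 3 for siP107 by RB1.

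The other alternatives moved counts widely. With only the libraries compared, which leaves 2 residual degrees of freedom between groups, doxorubicin gave 4892 and 557 genes in sgP130 (siCTL, siP107) and 7156 and 0 in sgRB1+sgP130 cells. SiP107 gave 2 in untreated sgP130 cells, and 0 and 7331 in sgRB1+sgP130 cells at 0 and 350 nM. RB1 knockout gave 2106 and 6104 under siCTL at 0 and 350 nM and 0 under siP107 at 0 nM, and treated sgP130 siP107 against sgRB1+sgP130 siCTL gave 2778. Interactions gave 384 and 1 for doxorubicin by RB1 (siCTL, siP107), 0 for doxorubicin by siP107 in sgRB1+sgP130 cells and 28 for siP107 by RB1.

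DESeq2, which also made most false calls in simulation, gave 2881 for doxorubicin in sgRB1+sgP130 siCTL, 788, 1293, 1865 and 2425 for siP107 (sgP130 at 0 and 350 nM, then sgRB1+sgP130), 1309, 1352, 1716 and 2614 for RB1 knockout (siCTL at 0 and 350 nM, then siP107), and 2769 between the treated groups. Its interactions gave 157, 438, 26, 208 and 96, in the order doxorubicin by RB1 (siCTL, siP107), doxorubicin by siP107 (sgP130, sgRB1+sgP130) and siP107 by RB1.

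After GC correction, in the same orders, doxorubicin gave 3629, 2830, 3407 and 4273 genes, siP107 886, 1462, 1556 and 2027, RB1 knockout 1392, 1510, 2038 and 2669, the treated groups 3060, and interactions 109, 261, 17, 118 and 38. With the outlying library also left out, doxorubicin gave 5874, 4999, 5822 and 5022, siP107 2834, 3486, 1156 and 4863, RB1 knockout 3179, 3275, 2226 and 4912, the treated groups 5345, and interactions 454, 1215, 90, 301 and 194. Array quality weights gave 5387, 6905 and 80 for doxorubicin in sgP130 siCTL, sgRB1+sgP130 siCTL and sgRB1+sgP130 siP107, and 1531, 4 and 7106 for siP107 in treated sgP130, untreated and treated sgRB1+sgP130 cells. They gave 2301, 5586, 5 and 2802 for RB1 knockout, 3486 for the treated groups, and 496, 2, 0 and 110 for interactions other than doxorubicin by siP107 in sgP130.

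Leaving out each library in turn gave ranges of 883 to 4358, 832 to 3368, 739 to 4097 and 700 to 6766 genes for doxorubicin, 47 to 1191, 93 to 1862, 88 to 8289 and 235 to 4402 for siP107, 200 to 1891, 263 to 1846, 251 to 7084 and 589 to 3880 for RB1 knockout, and 693 to 3882 for the treated groups. Interactions ranged over 5 to 126, 24 to 3880, 0 to 10, 0 to 3724 and 1 to 34. List medians whose call changed ranged over 0.15 to 0.46 (G1/S, doxorubicin in sgRB1+sgP130 siP107), 0.14 to 0.28 (G2/M, RB1 knockout in untreated siCTL), 0.23 to 0.51 (G2/M, treated groups), 0.00 to 0.36 (G2/M, doxorubicin by RB1 under siCTL) and 0.47 to 0.57 (G1/S, doxorubicin by siP107 in sgRB1+sgP130). RBL1 with siP107 ranged over -3.77 to -2.31 and -2.94 to -2.59 in sgP130 cells at 0 and 350 nM and -2.74 to -2.28 in treated sgRB1+sgP130 cells.

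The G2/M list between the treated groups, 0.39, no longer passed with a pseudocount of 5 (0.38), a mean of at least 50 (0.34), only the libraries compared (0.39), edgeR (0.40), GC correction (0.28), GC correction without the outlying library (0.28), array weights (0.39), an estimated correlation (0.39) or the low-stringency list (0.15). The G1/S list with doxorubicin in sgRB1+sgP130 siP107 cells passed with a mean of at least 50 (0.30), only the libraries compared (0.30), GC correction (0.28), the same without the outlying library (0.39) and a Wilcoxon test (0.30), which treats genes as replicates. That test also passed G2/M in doxorubicin by RB1 under siCTL (0.11). With an estimated correlation G1/S with siP107 in untreated sgP130 (-0.23) and G2/M with siP107 in untreated sgRB1+sgP130 (0.44) and with RB1 knockout under siCTL at 0 and 350 nM (0.16 and 0.23) did not pass. Low-stringency lists passed G1/S for doxorubicin in sgRB1+sgP130 siCTL (-0.14) and lost G1/S for siP107 in untreated sgP130 (-0.07), G2/M for RB1 knockout in untreated siCTL (0.09) and G2/M in doxorubicin by RB1 under siP107 (0.14).

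RBL1 did not pass with only the libraries compared at 0 nM (-3.04 in sgP130, -3.07 in sgRB1+sgP130), or in the latter with array weights (-3.07). RB1 fell past the threshold with only the libraries compared under siCTL at 0 and 350 nM (-0.67 in both), and at 350 nM with array weights (-0.67) and with GC correction without the outlying library (-0.56). The contractile list reversed in doxorubicin by siP107 in sgRB1+sgP130 cells with GC correction without the outlying library, to 0.10. The ribosomal protein list reversed in doxorubicin by siP107 in sgP130 cells without B of treated sgP130 siP107 (-0.04, highest 0.53 without A), and the interferon list changed camera direction in doxorubicin by RB1 under siP107 without B of untreated sgRB1+sgP130 siP107 (0.15, highest 0.72 without A). Small changes can be missed, since the simulation of doxorubicin in sgP130 siCTL found 0% of 67 genes changed 1.5-fold with limma.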

Other observations

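The drug also moved genes outside the cell cycle and p53 lists. Treated cells in every background gained HES2. HES2 rose by 7.55 and 7.93 in sgP130 cells (siCTL, siP107) and by 7.32 and 6.52 in sgRB1+sgP130 cells (limma adjusted p at most 0.000768). Both treated libraries stood above both untreated ones for HES2 in all 4 backgrounds, which the rule for naming such a gene required.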
